A study of Mus musculus with 28 samples. Its data were reported in "An atypical atherogenic chemokine that promotes advanced atherosclerosis and hepatic lipogenesis" (2025).

How the data were processed

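Liver RNA was read by prime-seq, an early-barcoding RNA-seq method in which a tag near the 3' end of each transcript is sequenced with a unique molecular identifier. RNA came from snap-frozen liver by column purification (RNeasy). The authors made the counts with the zUMIs pipeline, and the labels name genome build mm10. The deposited values are whole-number counts for 36072 gene symbols in each of 28 libraries, with no normalization. The aligner settings, the annotation release behind the counts, the use of strand and the counting of intronic reads are not stated in the labels. The study's own model held RNA integrity as a covariate. Its values are not in the labels, so no fit here adjusted for it. Gene positions and types came from GENCODE release M21 on mm10, matched by symbol for 34829 of the 36072 symbols, with 1243 unmatched.

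Each of the 14 mice had 2 libraries, 1 of them titled as a duplicate. Over 4441 genes with at least 20 CPM (counts scaled to library size), correlations across genes of the centred log2(CPM + 1) values matched every one of the 28 libraries best to the other library of its own mouse. These correlations were 0.307 to 0.848 within mice (median 0.541) and at most 0.508 between mice; genes are not independent replicates. The spread between the 2 libraries of a mouse was 1.16 to 1.79 times that of counting error alone (median 1.30, as chi-squared per degree of freedom). That measure left out CT010467.1, Cdk8 and mitochondrial genes. The libraries were therefore summed per mouse, and every test counted mice. The replicate numbers do not pair the groups: 2 of the 7 equal-numbered pairs correlated above 0.1 (range -0.42 to 0.16), and 1 of 14 mice matched best to its own number in the other group.

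Genes were kept by filterByExpr of edgeR, scaled by TMM factors and tested by the edgeR quasi-likelihood F test between the groups, two-sided, with Benjamini-Hochberg adjustment over the 9684 genes tested. A call is an adjusted p below 0.05, and the count past an absolute log2 fold change of 0.5 is given as well. Fold changes are double knockout over Apoe–/– as fitted by edgeR and given as log2 with their standard error (SE). CPM per mouse use the TMM-scaled library sizes, except where a library, a share of counts or the muscle genes are given, which use total counts. Group values are means ± SD over 7 mice. The common biological coefficient of variation was 0.238. Single measures per mouse were compared by two-sided exact permutation tests over all 3432 assignments. In simulated counts for 9684 genes with this design, 9 of 50 genes (18%) planted at 1.5-fold were called, 35 (70%) at 2-fold, 47 (94%) at 4-fold and 44 (88%) at 8-fold, with 4 false calls among 139. Of 40 simulated lists of 20 genes, the 1 planted with a log2 change of -0.70 was found and 0 others were called. The simulated genes were drawn independently of each other. This simulation therefore cannot show how often correlated genes of real lists give false list calls.

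Before the data were examined, 37 gene lists were fixed from textbook knowledge and the study's text: lipid and bile acid pathways, inflammation, liver cell types and zones, sex-biased genes, stress, metabolism, RNA handling, the Ddt locus, and genes named by the study. The 32 lists with at least 5 tested members were tested with camera of limma on voom values at a preset correlation of 0.01, adjusted over the 32 lists. That preset leaves much of the correlation between genes of a list uncounted, so each call is given with its adjusted p under an estimated correlation, where 0 of the 32 lists passed (lowest adjusted p = 0.0639) and 3 had an unadjusted p below 0.05. The self-contained fry test called 2 lists. A list's score in a mouse is the mean of its members' centred log2 CPM, taken with a prior count of 2. Counts of members are given over all genes tested and adjusted over the list alone.

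The rule for named genes, also fixed beforehand, takes Ddt, Mif, Cd74 and Cxcr4 whatever their values. It adds up to 10 called genes in each direction with the largest change and a mean of at least 5 CPM in either group, up to 6 members of each list with the smallest p, and the genes the study singled out. Unnamed gene models are counted and not named, and 1 gene that the rule takes is not reported here. Gm10680, Cyp2c70 and Apoe fall outside the rule and were named after their values were seen, as were Gstt1, Gstt2, Acta1, CT010467.1 and Cdk8. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Binomial intervals cover counting error only.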

Results

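The data are RNA counts from the livers of 14 female mice fed a high-fat diet for 12 weeks, 7 Apoe–/– mice and 7 Mif-2–/–Apoe–/– mice, called double knockout mice here. Mice without Apoe, the apolipoprotein that clears remnant lipoproteins, become hyperlipidaemic. MIF-2, encoded by Ddt, is a cytokine related to macrophage migration inhibitory factor (Mif). Total counts per mouse were 1336787 to 2715022, and those of single libraries 541651 to 1531192. Ribosomal RNA genes, mitochondrial ones included, held 31.6% of all counts. CT010467.1, a ribosomal RNA sequence, held 20.0%, with 10.8 to 36.8% per mouse. The mean CT010467.1 share was 22.0 ± 7.58% in Apoe–/– mice and 20.3 ± 6.63% in double knockout mice (SD, n = 7 each; exact permutation p = 0.663). The mitochondrial share was 14.3 ± 2.05% and 14.2 ± 4.39% (exact permutation p = 0.950). Most of it was mitochondrial ribosomal RNA, at 11.8 ± 2.17% and 12.1 ± 4.00% of counts, which is also part of the ribosomal RNA above. Xist, the transcript that silences an X chromosome in females, had 168 to 647 counts in every mouse, and the Y-linked genes of the sex chromosome list summed to at most 3 counts per mouse. Of that list 2 members could be tested, with 0 calls over all genes and 0 adjusted over the list alone.

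The comparison asks what loss of Ddt changes in the liver transcriptome of Apoe–/– mice on this diet. Ddt itself had the lowest adjusted p of the 9684 genes tested and fell from 105 ± 23.2 to 4.92 ± 2.23 CPM (SD, n = 7 each). Its log2 fold change was -4.50 (SE 0.23; edgeR adjusted p = 3.12e-11), with all 7 double knockout mice below every Apoe–/– mouse. Apart from Ddt, transcripts of the cytochrome P450 genes Cyp2b9 and Cyp2b13 (log2 fold changes 3.00 and 2.90), of 6 major urinary protein genes (1.13 to 1.35) and of the leptin receptor gene Lepr (1.26) rose. Transcripts of the apolipoprotein gene Apoa4 (-1.56), the oxysterol-binding protein family gene Osbpl3 (-1.50), the chemokine receptor gene Cx3cr1 (-1.39) and the Ddt neighbour Gstt3 (-1.22) fell. Osbpl3, Cx3cr1 and Gstt3 had only 3 to 19, 3 to 9 and 6 to 20 counts per double knockout mouse. Of the 21 called genes, 14 were lost in some fits that left out 1 mouse, Lepr, Osbpl3, Cx3cr1 and Gstt3 among them. Among fixed gene lists, MHC class II genes were lower and insulin-related and respiratory chain genes higher at a preset correlation. So was a list of immediate early and nuclear-retained transcripts fixed as a sign of handling and RNA quality, which therefore moved with the groups. All of these list calls were lost with an estimated correlation.

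The Ddt gene (ENSMUSG00000001666.8, mm10 chromosome 10, 75771230 to 75773414, protein coding) had 84 to 316 counts per Apoe–/– mouse and 5 to 12 per double knockout mouse, so no mouse contradicted its genotype label at this gene. The exact permutation p for these counts was 0.000583, the smallest that 3432 assignments can give. Which part of Ddt the knockout allele lacks is not stated in the labels, and the remaining counts are not assigned to a part of the gene. Apoe tags (chromosome 7, 19696109 to 19699188) were found in both groups, with 51 to 176 and 39 to 306 counts per mouse and a log2 fold change of 0.30 (SE 0.19; adjusted p = 0.489) that was 0.18 without double knockout mouse 4. As both groups are Apoe knockouts and no mice with intact Apoe were analysed here, the Apoe tags check nothing.

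Within 1 Mb of Ddt, 19 other genes were tested and 1, Gstt3, was called. Gstt3, a glutathione S-transferase gene, lies 701 bp from Ddt (chromosome 10, 75774115 to 75781414) and fell from 17.4 ± 5.41 to 7.53 ± 1.73 CPM, a log2 fold change of -1.22 (SE 0.22, n = 7 each; adjusted p = 0.0183; 7 of 7 double knockout mice below every Apoe–/– mouse). Its paralogs Gstt1 and Gstt2 had log2 fold changes of -0.33 (SE 0.17) and 0.36 (SE 0.21), with adjusted p = 0.398 and 0.454. The list of genes at the Ddt locus, 13 tested without Ddt, had 0 higher and 1 lower member over all genes, and the same counts adjusted over the list alone. Its median was 0.03, its mean -0.07 and its test pointed down (camera adjusted p = 0.745). Windows of 5 and 10 Mb held 81 and 129 tested neighbours, with Gstt3 as the 1 call in each. The Gstt3 call ended without Apoe–/– mouse 4 or double knockout mice 6 or 7, with adjusted p of at most 0.0661.

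**Figure D1:**
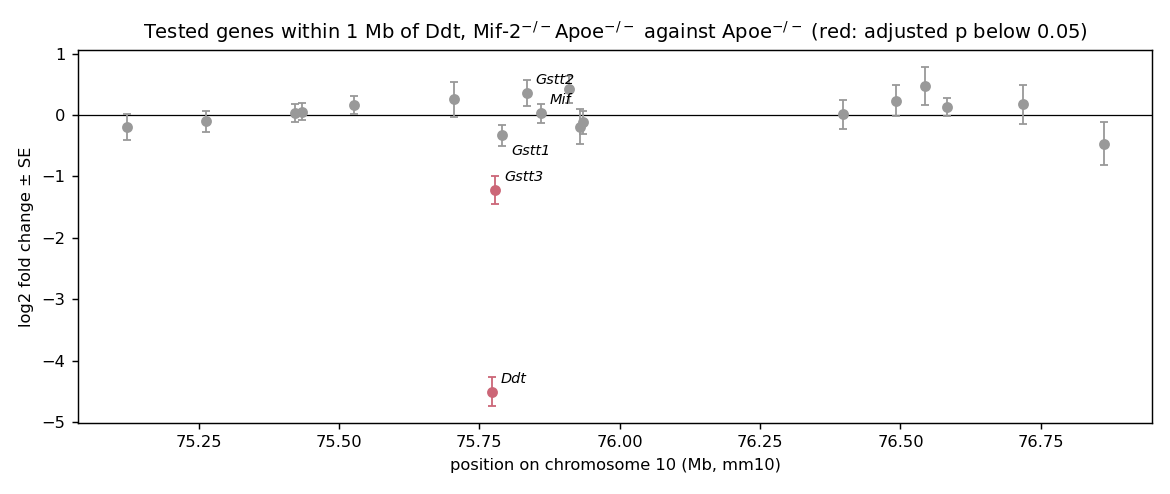
Log2 fold change (double knockout over Apoe–/–, vertical axis) against mm10 position on chromosome 10 (Mb, horizontal axis) for Ddt and the 19 other tested genes within 1 Mb; points are edgeR estimates from 7 mice per group and bars are SE. Ddt lies at -4.50 and Gstt3 at -1.22, and no other gene in the window was called.

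Other members of the MIF axis were close to their Apoe–/– levels or missed the threshold. Mif, the paralog of Ddt on the same chromosome, had 158 ± 31.3 CPM in Apoe–/– mice and 160 ± 26.7 CPM in double knockout mice, a log2 fold change of 0.03 (SE 0.15; 95% interval -0.28 to 0.33; adjusted p = 0.959) that was -0.08 when scaled by library totals. Cd74, the MHC class II invariant chain and a receptor for both cytokines, had 277 ± 97.5 and 171 ± 23.9 CPM, a log2 fold change of -0.70 (SE 0.18; adjusted p = 0.124), with 7 of 7 double knockout mice below every Apoe–/– mouse. DESeq2 called Cd74 lower (adjusted p = 0.0200, and 0.0281 with the study's gene filter). Cxcr4, a chemokine receptor that also binds Mif, had 1 to 8 counts per mouse, too few for the filter used with edgeR, and DESeq2 with the study's gene filter gave a log2 fold change of -0.17 (SE 0.51; unadjusted p = 0.745). Cxcl12, a ligand of Cxcr4, had a log2 fold change of 0.65 (SE 0.17; adjusted p = 0.124). The MIF family list, 5 tested members with Ddt among them, had 0 higher and 1 lower over all genes, and 1 higher and 2 lower adjusted over the list alone. Its median was 0.03 and its mean -0.89, and camera called it lower (adjusted p = 0.0406; adjusted p = 0.379 with an estimated correlation). Since 3 of its 5 members were positive and Ddt is the deleted gene, this call restates the knockout. The call ended in 7 of the 14 fits that left out 1 mouse. Those were without Apoe–/– mice 2, 4 or 5 (adjusted p = 0.0762, just over 0.05, and 0.0598) and double knockout mice 2, 3, 4 or 5 (adjusted p = 0.0974, 0.0995, 0.0512 and 0.0635).

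With Ddt included, 21 genes passed an adjusted p of 0.05, 13 higher and 8 lower, and all 21 were past 0.5 log2. The unadjusted p was below 0.05 for 1246 genes, 714 higher and 532 lower. DESeq2 on the same summed counts called 97 genes, 15 of them shared with the 21. To the other 6, Timd4, Clstn3, Osbpl3, Ppp1r14a, Cx3cr1 and Gstt3, DESeq2 gave no adjusted p. Its log2 fold changes for them were 1.31, -1.91, -1.50, -1.43, -1.40 and -1.22, in the direction of edgeR, with unadjusted p of 3.94e-08 to 7.22e-06. Of the 49 named genes that edgeR tested and did not call, DESeq2 called 18, and 19 with the study's gene filter, all in the direction given here. In every one of the 21 called genes, 7 of 7 double knockout mice lay past the Apoe–/– mean in the called direction. In 8 of the 21 the groups did not overlap. Over all tested genes this held for 27 of 9684 (0.279%), where chance alone gives 0.0583%. Scaled by library totals alone, which shifts the median of all genes to -0.10, the 21 calls split into 7 higher and 14 lower, with 14 shared. The count fell to 7 without double knockout mouse 6, 8 without Apoe–/– mouse 3 or 4, and 9 without Apoe–/– mouse 1 or double knockout mouse 7, and it rose to 118 without double knockout mouse 2. The 7 genes called in all 14 fits that left out 1 mouse were Ddt, Gm10680, Clstn3, Apoa4, Mup22, Cyp2b13 and Mup10. The other 14 were lost in 3 to 10 of the fits, with adjusted p of at most 0.138.

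Cyp2b9 and Cyp2b13, neighbouring cytochrome P450 genes with female-biased expression in mouse liver (chromosome 7, 26173411 to 26210661 and 26061497 to 26096197), rose most among the called genes. Cyp2b9 went from 19.1 ± 36.0 to 163 ± 42.6 CPM, a log2 fold change of 3.00 (SE 0.58, n = 7 each; adjusted p = 0.0235). Cyp2b13 went from 20.6 ± 30.5 to 163 ± 79.7 CPM, a log2 fold change of 2.90 (SE 0.49; adjusted p = 0.0107). Apoe–/– mouse 5 stood apart, with 100.6 CPM of Cyp2b9 and 89.8 CPM of Cyp2b13, where the other 6 Apoe–/– mice had at most 9.85 and 11.0 CPM. Without that mouse the log2 fold changes were 4.92 and 4.15. The Cyp2b9 call ended without Apoe–/– mice 1, 3, 4, 6 or 7 or double knockout mice 6 or 7, with adjusted p of at most 0.0821.

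The major urinary protein genes, which encode lipocalins that liver secretes, form a cluster of near-identical paralogs on chromosome 4. The 6 called members, Mup10, Mup11, Mup12, Mup13, Mup14 and Mup22, lie between 60578260 and 61304000 and had log2 fold changes of 1.13 to 1.35 (adjusted p 0.0107 to 0.0348). Mup10 rose from 458 ± 116 to 1168 ± 448 CPM and Mup22 from 293 ± 104 to 739 ± 241 CPM (n = 7 each). These genes differ little in sequence, so counts cannot be assigned to single members with certainty and the 6 calls are not separate observations. The calls of Mup11, Mup12, Mup13 and Mup14 ended without Apoe–/– mice 1, 3 or 4 or double knockout mice 6 or 7, those of Mup11, Mup13 and Mup14 also without Apoe–/– mouse 2 or 7, and that of Mup11 without Apoe–/– mouse 5 or double knockout mouse 1 (adjusted p at most 0.122). Apoe–/– mouse 6 was apart from its group, with 513.8 CPM of Mup22 and 2457 CPM of Mup11 against 192.1 to 291.8 and 697.4 to 1096 CPM in the other Apoe–/– mice. Mup20, a male-biased member outside that interval (62050234 to 62054158), had a log2 fold change of -1.44 (SE 0.56; adjusted p = 0.274) that was -0.56 without Apoe–/– mouse 2.

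Of the sex-biased lists, male-biased liver genes had 15 tested members, with 1 higher (Mup12) and 0 lower over all genes, and 2 higher and 0 lower adjusted over the list alone. The median was -0.04 and the mean -0.01, while camera pointed up (adjusted p = 0.976). Female-biased liver genes had 25 tested members, 2 higher (Cyp2b9 and Cyp2b13) and 0 lower over all genes, and 2 higher and 3 lower adjusted over the list alone. Their median was -0.03, their mean 0.21 and the camera direction up (adjusted p = 0.892). Cyp2a4, a female-biased steroid hydroxylase gene, had a log2 fold change of -0.73 (SE 0.24; adjusted p = 0.203). The growth hormone and IGF axis list had 0 of 13 members called either way (median 0.05; camera adjusted p = 0.745), with 0 at an unadjusted p below 0.05.

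Among lipid transport genes, Apoa4, an apolipoprotein of chylomicrons and HDL whose liver transcript rises with steatosis in mice, fell from 736 ± 373 to 249 ± 59.1 CPM (chromosome 9, 46240696 to 46243459). Its log2 fold change was -1.56 (SE 0.25, n = 7 each; adjusted p = 0.00516), and 7 of 7 double knockout mice lay below every Apoe–/– mouse. Gm10680, an antisense gene model that overlaps Apoa4 (46242621 to 46243529), had a log2 fold change of -1.85 (SE 0.26; adjusted p = 0.00246); the use of strand in counting is not stated, so its counts cannot be told from those of Apoa4. Apom, an HDL apolipoprotein that carries sphingosine-1-phosphate, rose from 75.7 ± 19.9 to 137 ± 30.1 CPM, a log2 fold change of 0.86 (SE 0.18; adjusted p = 0.0423). Osbpl3 (chromosome 6, 50293330 to 50456201) fell from 14.5 ± 5.02 to 5.13 ± 2.98 CPM, a log2 fold change of -1.50 (SE 0.31; adjusted p = 0.0447). The Apom call held in 6 and the Osbpl3 call in 4 of the 14 fits that left out 1 mouse, both ending without Apoe–/– mice 1, 2, 3, 4 or 6 or double knockout mice 1, 6 or 7, and Osbpl3 also without Apoe–/– mouse 7 or double knockout mouse 4 (adjusted p at most 0.138 for Apom and 0.118 for Osbpl3). The lipoprotein list had 33 tested members, 1 higher and 1 lower over all genes, and 2 higher and 1 lower adjusted over the list alone (median 0.10; camera adjusted p = 0.327). Apart from fits that left out 1 mouse, camera called it higher in 2 of 20 settings. Those were DESeq2 with the study's gene filter (adjusted p = 0.0229) and DESeq2 on 28 libraries (adjusted p = 0.0382). Angptl8, an insulin-induced inhibitor of lipoprotein lipase and the other higher member over the list alone, had a log2 fold change of 1.04 (SE 0.31; adjusted p = 0.164).

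The remaining called genes serve other functions. Clstn3, a calsyntenin gene (chromosome 6, 124430759 to 124464794), fell from 10.3 ± 3.53 to 2.90 ± 1.19 CPM, a log2 fold change of -1.89 (SE 0.29, n = 7 each; adjusted p = 0.00516). Lepr, the leptin receptor (chromosome 4, 101717404 to 101815352), rose from 15.5 ± 6.07 to 38.0 ± 15.7 CPM, a log2 fold change of 1.26 (SE 0.26; adjusted p = 0.0447). Cyp2c70, the mouse enzyme that makes muricholic acids, had 200 ± 43.8 and 413 ± 121 CPM and a log2 fold change of 1.04 (SE 0.19; adjusted p = 0.0183). Ppp1r14a, an inhibitor of myosin phosphatase, fell by 1.42 log2 (SE 0.29; adjusted p = 0.0348). The Lepr and Ppp1r14a calls ended without Apoe–/– mice 1, 3, 4 or 6 or double knockout mice 6 or 7 (adjusted p at most 0.138). Lepr was also lost without Apoe–/– mouse 2 or 7, Ppp1r14a without Apoe–/– mouse 5 or double knockout mice 1, 4 or 5, and Cyp2c70 without Apoe–/– mouse 1 or 3 or double knockout mouse 6.

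**Figure D2:**
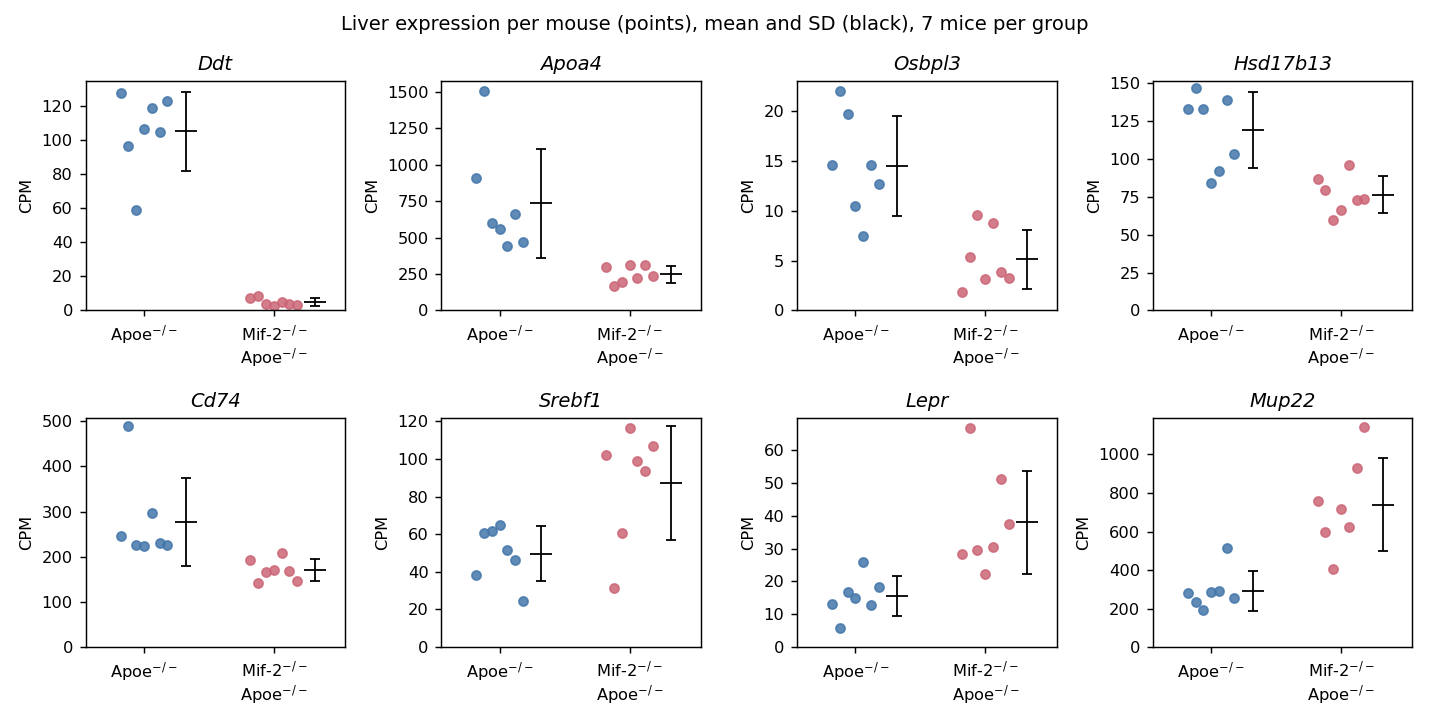
TMM-scaled CPM per mouse (vertical axes) of Ddt, Apoa4, Osbpl3, Hsd17b13, Cd74, Srebf1, Lepr and Mup22 in Apoe–/– and double knockout mice; points are mice, 7 per group, with bars for the mean and SD. Ddt averages 105 against 4.92 CPM and Apoa4 736 against 249 CPM without overlap, while Srebf1, at 49.7 against 87.1 CPM, overlaps.

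Lipid synthesis genes were not called one by one. The lipogenesis list had 20 tested members, 0 higher and 0 lower over all genes and 1 higher, 0 lower adjusted over the list alone, with 2 at an unadjusted p below 0.05 and 15 positive (median 0.10). Camera called it higher (adjusted p = 0.00860; adjusted p = 0.621 with an estimated correlation), and the call ended without Apoe–/– mouse 5 or 7 (adjusted p = 0.0598 and 0.138). Srebf1, which encodes the transcription factor SREBP-1 and is the list-alone member, had 49.7 ± 14.5 and 87.1 ± 30.2 CPM, a log2 fold change of 0.81 (SE 0.23, n = 7 each; adjusted p = 0.146; 6 of 7 double knockout mice above the Apoe–/– mean). Srebf1 passed the threshold without double knockout mouse 2 (adjusted p = 0.0286) and by DESeq2 with the study's gene filter (adjusted p = 0.0454). Fasn, the fatty acid synthase gene, had a log2 fold change of 0.32 (SE 0.43; adjusted p = 0.768), which was 1.07 without Apoe–/– mouse 2 and 0.17 to 0.19 without Apoe–/– mice 1, 5, 6 or 7 or double knockout mouse 4. The cholesterol synthesis list had 20 tested members, 0 called either way over all genes or adjusted over the list alone, 2 at an unadjusted p below 0.05 and 18 positive (median 0.18). Camera called it higher (adjusted p = 0.00448; adjusted p = 0.621 with an estimated correlation), and this ended without Apoe–/– mouse 5 or double knockout mouse 4 (adjusted p = 0.0762 and 0.0512). Insig1, which retains SREBPs in the endoplasmic reticulum, had a log2 fold change of 0.86 (SE 0.35; adjusted p = 0.297).

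Genes of triglyceride synthesis, lipid uptake and lipid droplets leaned lower. That list had 25 tested members, 0 called over all genes and 0 higher, 3 lower adjusted over the list alone (median -0.09); by unadjusted p, 1 was higher and 4 were lower. Camera called it lower (adjusted p = 0.0346; adjusted p = 0.388 with an estimated correlation). The 3 members were Hsd17b13, a lipid droplet enzyme, Pparg, a lipogenic nuclear receptor, and G0s2, an inhibitor of triglyceride lipase. Hsd17b13 had 119 ± 25.1 and 76.5 ± 12.3 CPM, a log2 fold change of -0.64 (SE 0.16, n = 7 each; adjusted p = 0.108; 7 of 7 double knockout mice below the Apoe–/– mean), and DESeq2 called it lower (adjusted p = 0.0115, and 0.0143 with the study's gene filter). Pparg and G0s2 had log2 fold changes of -0.68 (SE 0.19) and -0.69 (SE 0.20), with adjusted p = 0.143 and 0.146. The list call ended without Apoe–/– mice 1, 2 or 5 (adjusted p = 0.0598, 0.247 and 0.0598) or double knockout mice 2, 4 or 5 (adjusted p = 0.0741, 0.0533 and 0.0786).

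Fatty acid oxidation genes split. Their list had 35 tested members, 0 called over all genes, 1 higher and 1 lower adjusted over the list alone, and 3 higher and 4 lower by unadjusted p. Its median was 0.02, its mean -0.04 and the camera direction down (adjusted p = 0.733). The higher member, Ech1, a dienoyl-CoA isomerase, had 152 ± 50.4 and 273 ± 55.0 CPM, a log2 fold change of 0.84 (SE 0.18, n = 7 each; adjusted p = 0.0537). Apoe–/– mouse 5, which is also high in Cyp2b9, had 264.8 CPM of Ech1 against at most 142.2 CPM in the other Apoe–/– mice. The lower member, Pex11a, a peroxisome division gene, had a log2 fold change of -0.69 (SE 0.20; adjusted p = 0.144), as did Ppara, the receptor that drives fatty acid oxidation (SE 0.22; adjusted p = 0.188). The bile acid list had 0 of 23 members called over all genes or adjusted over the list alone, with 0 higher and 4 lower by unadjusted p. Its median was 0.04, its mean -0.05 and the camera direction down (adjusted p = 0.496). Cyp8b1, the sterol hydroxylase of cholic acid synthesis, had a log2 fold change of -0.90 (SE 0.32; adjusted p = 0.240).

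Of 27 genes that the study named as lower, 26 were tested with edgeR, with 0 higher and 2 lower (Apoa4 and Osbpl3) over all genes and 2 higher, 8 lower adjusted over the list alone (median -0.20). Camera called the list lower (adjusted p = 0.000338; adjusted p = 0.388 with an estimated correlation). As the study chose these genes in part on these samples, neither count is independent evidence. Srebf1, at 0.81, was one of the 2 higher members. Cyp4a10, a PPAR-alpha target, and Serpina12, an adipokine also made in liver, had log2 fold changes of -0.70 (SE 0.23; adjusted p = 0.201) and -1.14 (SE 0.25; adjusted p = 0.0613). Cyp4a12a, a fatty acid hydroxylase gene with male-biased expression, had too few counts for the filter used with edgeR, with 114 and 44 counts in Apoe–/– mice 2 and 6, 1 to 5 in the other Apoe–/– mice and 0 to 3 in the double knockout mice. DESeq2 with the study's gene filter gave Cyp4a12a a log2 fold change of -3.95 (SE 1.10; unadjusted p = 0.000344) and no adjusted p. Acaa2, Acot1 and Ces2e, enzymes of fatty acid oxidation, acyl-CoA hydrolysis and lipid hydrolysis, had log2 fold changes of 0.04, -0.60 and 0.37 (SE 0.16, 0.33 and 0.26), with adjusted p of 0.930, 0.431 and 0.545; scaled by library totals, Acaa2 was at -0.05. Acot1 was -0.31 without Apoe–/– mouse 7 and Ces2e 0.08 without double knockout mouse 5. In its results the study names Acaa2, Acot1, Ces2e and Apoa4 from separate RNA-seq of liver sections, which were not analysed here. Their values here are therefore no repeat of those calls on the same data. Another list holds genes given in the study as lower by RT-qPCR in livers of these genotypes. Whether those livers are among these is not known here, so its counts are not taken as independent evidence either. Its 13 tested members had 0 calls over all genes and 0 higher, 1 lower (Pparg) adjusted over the list alone, with 0 higher and 3 lower by unadjusted p. Its median was 0.02, its mean -0.08 and the camera direction down (adjusted p = 0.675). Cd36, a fatty acid uptake receptor, had a log2 fold change of -0.33 (SE 0.14; adjusted p = 0.320).

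MHC class II antigen presentation had 6 tested members, 0 called over all genes and 0 higher, 4 lower adjusted over the list alone, with 6 of 6 negative (median -0.56). Camera called it lower (adjusted p = 0.000272; adjusted p = 0.388 with an estimated correlation). Beside Cd74, the class II genes H2-Eb1, H2-Aa and H2-Ab1 had log2 fold changes of -0.72, -0.63 and -0.49 (SE 0.22, 0.21 and 0.18), with adjusted p of 0.176, 0.201 and 0.247; H2-Aa was -0.40 without Apoe–/– mouse 2. Apoe–/– mouse 2 was highest in Cd74, with 490.0 CPM against 223.5 to 297.4 CPM in the other Apoe–/– mice. Cx3cr1, the receptor of the chemokine CX3CL1 on monocytes and macrophages, fell from 10.0 ± 3.15 to 3.74 ± 1.02 CPM, a log2 fold change of -1.39 (SE 0.26, n = 7 each; adjusted p = 0.0235), a call that ended without Apoe–/– mouse 3 or 4 or double knockout mouse 4 or 6 (adjusted p at most 0.0661). The interferon list had 27 tested members, 0 called over all genes or adjusted over the list alone and 4 higher, 0 lower by unadjusted p (median 0.08; camera adjusted p = 0.0533, and 0.00774 to 0.215 over the fits that left out 1 mouse). It passed the threshold without Apoe–/– mice 2, 5, 6 or 7 (adjusted p = 0.0368, 0.0176, 0.0380 and 0.0396) or double knockout mice 3, 5 or 7 (adjusted p = 0.0177, 0.00774 and 0.0390). Apart from those fits, it passed in 3 of 20 settings. Its camera adjusted p there ran from 0.0117 with DESeq2 and the study's gene filter to 0.0426 with the replicate block.

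Kupffer cell and macrophage markers had 14 tested members, 1 higher and 0 lower over all genes, and 2 higher and 0 lower adjusted over the list alone (median 0.22). The member called was Timd4, a phosphatidylserine receptor of resident macrophages, which rose from 6.20 ± 3.07 to 14.9 ± 4.58 CPM, a log2 fold change of 1.30 (SE 0.27, n = 7 each; adjusted p = 0.0373). Its call ended without Apoe–/– mice 1, 2, 3, 4 or 6 or double knockout mice 1, 4, 6 or 7 (adjusted p at most 0.136). Marco, a scavenger receptor, and Clec4f, a Kupffer cell lectin, had log2 fold changes of 1.08 (SE 0.31; adjusted p = 0.150) and 0.53 (SE 0.19; adjusted p = 0.246), which were 0.57 and 0.32 without double knockout mice 4 and 6. Camera called the list higher (adjusted p = 0.00860; adjusted p = 0.621 with an estimated correlation). The call ended without double knockout mouse 4 or 6 (adjusted p = 0.215 and 0.0749), and without both the median was -0.16 and the direction down (adjusted p = 0.904). Lipid-associated macrophage markers had 11 tested members, 0 called over all genes, 1 higher and 1 lower adjusted over the list alone, with 9 negative (median -0.28). That list was called lower (adjusted p = 0.0387; adjusted p = 0.504 with an estimated correlation), but the call ended without Apoe–/– mice 1, 2 or 4 (adjusted p = 0.0894, 0.247 and just over 0.05) or double knockout mice 2, 3, 4 or 5 (adjusted p = 0.0974, 0.0562, 0.0512 and 0.180). Gpnmb, a glycoprotein of lipid-laden macrophages, had a log2 fold change of -0.89 (SE 0.24; adjusted p = 0.143).

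Liver endothelial markers had 14 tested members, 0 called over all genes or adjusted over the list alone, 3 higher and 1 lower by unadjusted p and 11 positive (median 0.22). Camera called them higher (adjusted p = 0.0346; adjusted p = 0.448 with an estimated correlation), and this ended without Apoe–/– mice 1, 2 or 7 (adjusted p = 0.0795, 0.0685 and 0.0631) or double knockout mice 4 or 5 (adjusted p = 0.0864 and 0.0774). Clec4g, a sinusoidal endothelial lectin, had a log2 fold change of 0.71 (SE 0.23; adjusted p = 0.198). The stellate cell and fibrosis list had 0 of 14 members called over all genes and 1 higher, 0 lower adjusted over the list alone (median 0.04; camera adjusted p = 0.594). That member was Des, the muscle and stellate cell intermediate filament desmin, with a log2 fold change of 2.69 (SE 0.82; adjusted p = 0.176) that was -0.03 without double knockout mouse 3 and -0.02 by DESeq2. Cholangiocyte markers had 3 tested members and neutrophil and lymphocyte markers 3, too few for a list test, with 0 calls over all genes; adjusted over the list alone these were 0 and 2 higher, 0 lower. S100a8, a neutrophil gene, had a log2 fold change of 1.35 (SE 0.50; adjusted p = 0.253), which was 0.87 without double knockout mouse 6 and -0.06 without double knockout mice 4 and 6. Red blood cell transcripts had 0 of 5 members called either way (median -0.27; camera adjusted p = 0.918), with 0 at an unadjusted p below 0.05. Camera called that list lower without double knockout mice 4 and 6 (adjusted p = 0.0346). That was 1 of 20 settings apart from fits that left out 1 mouse. Of the adipose, pancreas and gut markers 1 could be tested and was not called.

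Acute phase genes were high in a minority of the double knockout mice. Saa1 and Saa2, which encode serum amyloid A, had 19689 and 25424 CPM in double knockout mouse 4 and 6860 and 7143 CPM in double knockout mouse 6, where Saa1 was at most 690.7 CPM in the other 12 mice. Their log2 fold changes were 3.60 (SE 0.81) and 4.07 (SE 0.90), with adjusted p = 0.0665 and 0.0575, and were 2.18 and 2.38 without double knockout mouse 4 and 0.42 and 0.41 without double knockout mice 4 and 6 (adjusted p = 0.582 and 0.572). The acute phase list had 31 tested members, 0 called over all genes and 22 higher, 1 lower adjusted over the list alone (median 0.96). Camera called it higher (adjusted p = 1.64e-06; adjusted p = 0.504 with an estimated correlation). Fgg, a fibrinogen chain, and Itih4, an inter-alpha-trypsin inhibitor chain, had log2 fold changes of 1.15 (SE 0.30; adjusted p = 0.124) and 1.20 (SE 0.32; adjusted p = 0.143). Without double knockout mice 4 and 6 these were 0.45 and 0.37, the list median was 0.09, 0 members were higher adjusted over the list alone, and the adjusted p was 0.904. Abundant hepatocyte transcripts, which include acute phase proteins, had 0 of 15 members called over all genes and 4 higher, 0 lower adjusted over the list alone (median 0.20; camera higher, adjusted p = 0.00119; adjusted p = 0.448 with an estimated correlation), and without these mice the adjusted p was 0.0249. Cps1, the first enzyme of the urea cycle, had a log2 fold change of 0.76 (SE 0.22; adjusted p = 0.146).

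**Figure D3:**
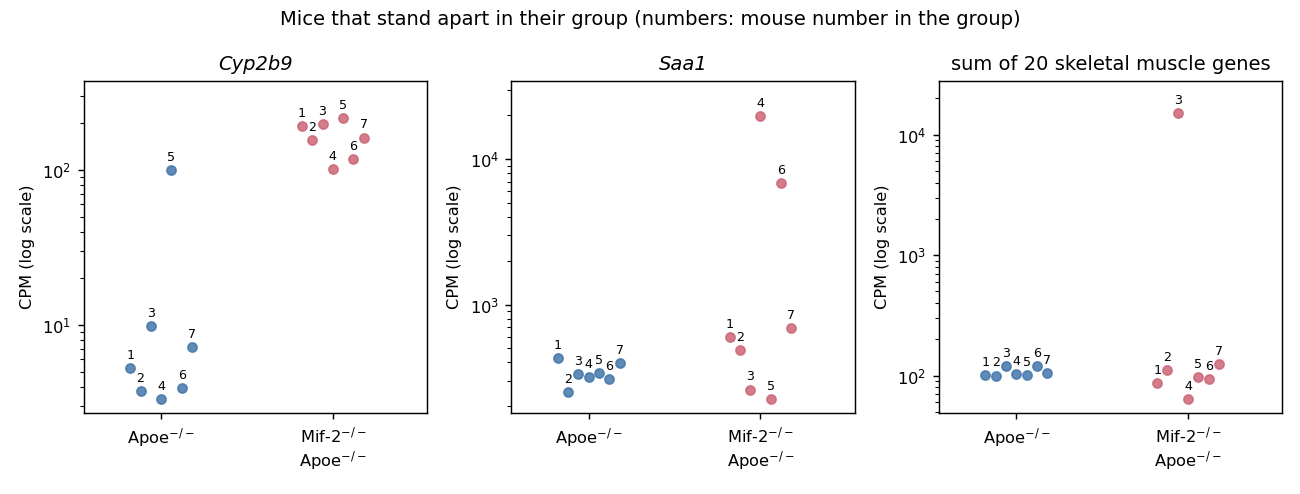
CPM per mouse on log axes (vertical) of Cyp2b9, Saa1 and the sum of 20 skeletal muscle genes in Apoe–/– and double knockout mice; points are mice, 7 per group, with their numbers. Apoe–/– mouse 5 lies with the double knockout mice in Cyp2b9, double knockout mice 4 and 6 reach 19689 and 6860 CPM of Saa1, and double knockout mouse 3 holds 15167 CPM of muscle transcripts against at most 123.8 CPM elsewhere.

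Stress and handling-related transcripts were called higher by camera at the preset correlation only. By fry the adjusted p was 0.160 for endoplasmic reticulum stress genes and 0.105 for handling-related transcripts. Endoplasmic reticulum stress genes had 14 tested members, 0 called over all genes and 6 higher, 0 lower adjusted over the list alone (median 0.46; camera adjusted p = 0.000797; adjusted p = 0.388 with an estimated correlation). Manf, Xbp1 and Hspa5, a secreted stress factor, the unfolded protein response transcription factor and the chaperone BiP, had log2 fold changes of 0.76, 0.58 and 0.52 (SE 0.20, 0.17 and 0.16), with adjusted p of 0.131, 0.168 and 0.183. Without double knockout mice 4 and 6 the median was 0.23, 2 members were higher adjusted over the list alone and the adjusted p was 0.0216. Immediate early and nuclear-retained transcripts, listed as signs of handling and RNA quality, had 10 tested members, 1 higher and 0 lower over all genes, and 5 higher and 0 lower adjusted over the list alone (median 0.78; camera adjusted p = 9.40e-05; adjusted p = 0.311 with an estimated correlation). The called member was Zfp36, an immediate early gene whose protein destabilises inflammatory mRNAs, which rose from 14.8 ± 2.62 to 29.4 ± 9.07 CPM, a log2 fold change of 0.98 (SE 0.19, n = 7 each; adjusted p = 0.0235). That call ended without Apoe–/– mice 1, 3, 4 or 6 or double knockout mice 1, 6 or 7 (adjusted p at most 0.0792). The transcription factor genes Fos, Egr1 and Junb had log2 fold changes of 2.10, 1.33 and 0.99 (SE 0.45, 0.37 and 0.27), with adjusted p of 0.0504, 0.143 and 0.143. Fos had 3.75 ± 1.34 CPM in Apoe–/– mice and 16.9 ± 11.3 CPM in double knockout mice, and Egr1 was 3.55 CPM in double knockout mouse 4 against 24.4 to 51.7 CPM in the other double knockout mice.

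Genes of gluconeogenesis, glycolysis and insulin signalling had 21 tested members, 0 called over all genes and 4 higher, 0 lower adjusted over the list alone, with 17 positive (median 0.24). Camera called them higher (adjusted p = 0.00119; adjusted p = 0.0639 with an estimated correlation), and fry, which asks whether a list's genes move on balance one way, gave an adjusted p of 0.00427. The list score was -0.13 ± 0.11 in Apoe–/– mice and 0.13 ± 0.07 in double knockout mice (SD, n = 7 each). Igfbp1, an IGF-binding protein that insulin represses, had 22.0 ± 10.1 and 50.7 ± 18.1 CPM, a log2 fold change of 1.20 (SE 0.26; adjusted p = 0.0537), and Igfbp2 had 0.99 (SE 0.32; adjusted p = 0.201).

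Nuclear genes of the respiratory chain and cytosolic ribosomal protein genes had 0 calls, with small log2 fold changes that were mostly positive. The respiratory chain and ATP synthase list had 85 tested members, 0 called over all genes or adjusted over the list alone, 21 higher and 0 lower by unadjusted p, and 82 positive (median 0.29; camera higher, adjusted p = 2.51e-12; adjusted p = 0.504 with an estimated correlation and 0.280 by fry). Ribosomal proteins had 84 tested members, 0 called either way, 21 higher by unadjusted p and 84 positive (median 0.26; camera higher, adjusted p = 1.09e-11; adjusted p = 0.504 with an estimated correlation and 0.280 by fry). Atp5o, an ATP synthase subunit, and Rpl5, a large-subunit protein, had log2 fold changes of 0.53 (SE 0.15; adjusted p = 0.143) and 0.55 (SE 0.16; adjusted p = 0.158). The scores overlapped between groups, with -0.13 ± 0.21 and 0.13 ± 0.33 for the respiratory chain and -0.11 ± 0.19 and 0.11 ± 0.30 for ribosomal proteins (SD, n = 7 each). Double knockout mouse 2 had the lowest scores of all 14 mice, -0.54 and -0.46. The highest were 0.48 for the respiratory chain in double knockout mouse 3, which held skeletal muscle transcripts, and 0.53 for ribosomal proteins in double knockout mouse 4. Without mouse 3 the camera adjusted p were 2.90e-07 and 1.93e-09. Double knockout mouse 2 also had the lowest total, 1336787 counts, and the highest mitochondrial share, 21.5%, with 33.0% CT010467.1. Double knockout mouse 4 had the lowest CT010467.1 share, 10.8%. Whether these scores follow RNA composition was not tested.

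**Figure D4:**
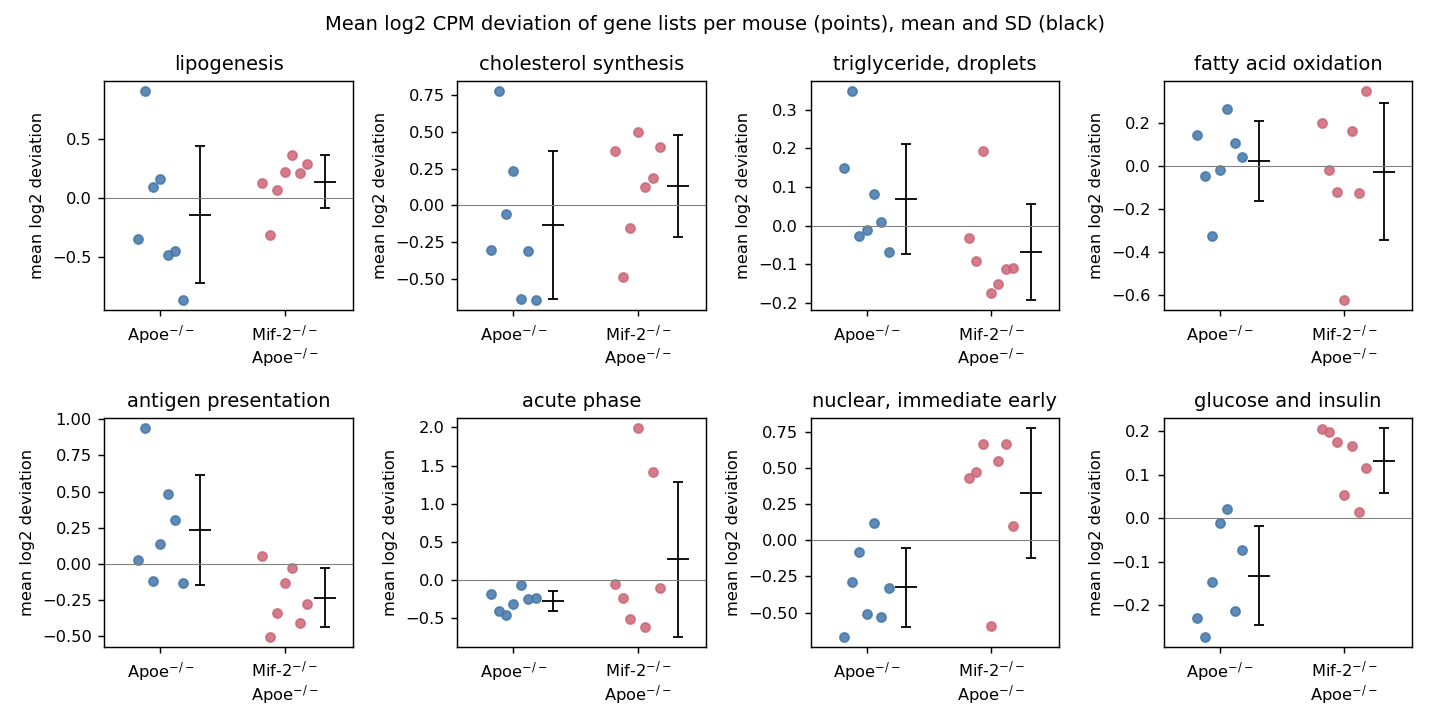
Score per mouse (mean centred log2 CPM of list members, vertical axes) of 8 gene lists in Apoe–/– and double knockout mice; points are mice, 7 per group, with bars for the mean and SD. The insulin-related list averages -0.13 against 0.13 with an SD of at most 0.11, while the acute phase score is 1.99 and 1.41 in double knockout mice 4 and 6 and at most -0.05 in the other mice.

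Of measures taken per mouse, the number of genes with any count was lower in double knockout mice, 21174 ± 1388 against 23053 ± 600.7 (SD, n = 7 each; exact permutation p = 0.00466; Benjamini-Hochberg adjusted over 7 measures, 0.0326). With every mouse thinned to 1336787 counts it was 19980 ± 1035 against 21485 ± 660.3 (exact permutation p = 0.00991; adjusted, 0.0347). Total counts per mouse differed with an exact permutation p of 0.606. Double knockout mouse 3 held skeletal muscle transcripts: the 20 genes of a muscle list written after the values were seen summed to 15167 CPM, 1.52% of its counts (95% Wilson interval 14996 to 15339 CPM), against 64.1 to 123.8 CPM in the other 13 mice. Acta1, skeletal muscle actin, had 3416 counts in that mouse and at most 24 in any other.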

Values the study reported

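The study describes sequencing of liver lysates from 7 mice per group and calls a lysate gene changed at an adjusted P below 0.05 with an absolute log2 fold change above 0.5. In separate RNA-seq of 4 liver sections per group, with a log2 fold change limit of 1.5, it gives a lower Srebf1 transcript in double knockout mice at P = 0.08. From the lysates it names Hsd17b13, Osbpl3 and Cyp4a12a among the transcripts lower in double knockout livers. Pathway terms it gives as lower there include fatty acid metabolism and regulation of lipid metabolism. It also reports less processed SREBP protein in double knockout livers, and lower Scap and Fasn transcripts by RT-qPCR. Its lipidomics retained 708 lipid species. The differential expression software it lists is DESeq2 1.44.0.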

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

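Tests chosen only after the results were seen were the Ddt ratio of Apoe–/– mouse 5, the skeletal muscle list with its threshold of 5 times, the count of lists without those that hold Ddt or genes chosen by the study, and, for the surroundings of Apoe and Ddt, the interval from 1000 bootstrap draws and the Fisher exact count of calls. Ech1 was also singled out near Apoe only after its level in Apoe–/– mouse 5 was seen. In both surroundings the percentile met the bound written beforehand as evidence against the explanation (below 50). The verdict was then left open because that bound ignored the spread of the percentile and because a median over about 100 genes dilutes a few changed neighbours. The percentiles themselves do not favour the explanations.

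A mouse is listed here where its gap to the nearest mouse of its group exceeded the 95% critical share of the group's range in Dixon's test for 7 samples, on log2(CPM + 1) for genes. This held in 20 of the 222 groups examined, 17 of them gene levels, where chance gives about 5% of groups. In CPM, the Apoe–/– values were 59.1 for Ddt in mouse 3 (others 96.7 to 127.9), 490.0 for Cd74 in mouse 2 (223.5 to 297.4), 86.9 for G0s2 in mouse 2 (47.8 to 61.3) and 79.5 for Manf in mouse 2 (44.5 to 54.2). Further Apoe–/– values were 513.8 for Mup22 and 2457 for Mup11 in mouse 6, 13.5 for Lpin1 in mouse 6 (others 23.2 to 32.8), 57.3 for Xbp1 in mouse 7 (68.6 to 78.1), 264.8 for Ech1 in mouse 5 (118.9 to 142.2) and 268.7 for Acaa2 in mouse 3 (394.4 to 472.8). Cdk8 held 3.54% of the counts of Apoe–/– mouse 6 (95% Wilson interval 3.52 to 3.57%), against 0.971 to 1.74% in the others. Whether counts under this name come from Cdk8 mRNA was not tested. In double knockout mice, Lpin1 was 93.7 CPM in mouse 2 (others 22.2 to 39.0), Egr1 3.55 in mouse 4 (24.4 to 51.7), Mup20 409.1 in mouse 5 (64.9 to 134.3) and Acaa2 247.7 in mouse 2 (428.5 to 500.0). The triglyceride and droplet score was 0.19 in double knockout mouse 3 (others -0.17 to -0.03), and the lipid-associated macrophage score -0.64 in double knockout mouse 5 (-0.18 to 0.16).

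Cyp2b9 and Cyp2b13 were at 100.6 and 89.8 CPM in Apoe–/– mouse 5, beside 3.32 to 9.85 and 6.75 to 11.0 CPM in the other Apoe–/– mice, and were high in all 7 double knockout mice. A mislabelled mouse is argued against by Ddt, which in mouse 5 was 13.8 times the highest double knockout mouse (18.9 times by total counts). A single aberrant library is argued against as well, since even its lower library had 10.5 times the Cyp2b9 of the highest other Apoe–/– mouse. A strain haplotype around Apoe on chromosome 7 is not settled by its own test: the 126 other genes within 10 Mb had a median absolute change at percentile 46.3 of 10000 random sets (interval 3.56 to 98.8), and 2 of them, Zfp36 and Ppp1r14a, were called, against 17 of 9556 elsewhere (Fisher exact p = 0.0249). In mouse 5 both lay within the range of the other Apoe–/– mice. Ech1, in the same window and not called, was at 264.8 CPM in mouse 5. It was 118.9 to 142.2 CPM in the other Apoe–/– mice and 211.4 to 354.3 CPM in double knockout mice. Ech1 was picked from the window for its level in mouse 5, so it is no support for the explanation. Against a haplotype, both groups are Apoe–/– and are described in the study as littermates, so the flanks of the Apoe allele may be largely shared. Recombination nearby, strain segments elsewhere and an effect of the Mif-2 genotype stay open and were not tested.

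Des was 342.2 CPM in double knockout mouse 3 against 4.31 to 12.5 CPM in the other double knockout mice, together with Acta1 at 3416 counts. Skeletal muscle in the dissected sample may be its source: 20 of the 20 muscle genes exceeded 5 times the highest of the other 13 mice, and 0 of the 20 are in another list here. A single aberrant library is argued against, since the lower of its 2 libraries had 119 times the muscle counts of the highest other mouse. No biological explanation was tested, as the design gives none for a single mouse.

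Other splits of the 14 mice tested whether chance can be excluded for the counts. For genes the splits argue against chance, with 21 called in the real split and at most 1 in the other splits. Thus 1 of 100 splits, the real one, gave as many. The 21 include Ddt, which defines the groups, its neighbour Gstt3 and 6 Mup genes that are not separate observations. The splits cannot separate genotype from a difference in handling or RNA quality between the groups. For lists at the preset correlation chance cannot be excluded. The real split called 16 lists and the highest other split 18 (2 of 100 splits gave as many), but lists that hold Ddt or genes chosen by the study favour the real split by construction. Over the 29 lists without these, the real split called 14 and the highest other split 16, with a median of 9 in the others, and 8 of 100 splits gave as many.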

How the results depend on the processing

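Of the 32 alternatives, those chosen after seeing the data were omitting double knockout mice 4 and 6, omitting the 2 mice richest in ribosomal RNA, removing ribosomal and mitochondrial genes, the CT010467.1 share as covariate, and DESeq2 on 28 libraries with the study's gene filter. The removal of ribosomal and mitochondrial genes also took out Cdk8. Of values for named genes, 1804 stayed on their side of the threshold with their direction, 143 were weaker, 221 stronger and 16 reversed. For lists these were 968, 93, 22 and 1. Of counts, 101 stayed within 1.5 times and 64 moved. Cxcr4 and Cyp4a12a had too few counts for the filter used with edgeR, and simulated changes of 1.5-fold were mostly missed.

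Counts below are all calls, higher, lower, and past 0.5 log2, in place of 21, 13, 8 and 21. DESeq2 gave 97, 69, 28 and 89, with the study's gene filter 106, 80, 26 and 95 (13 shared), and 6 of the 21 had no adjusted p in either. The study's gene filter also removed Mup13 and Gm10680, so these were not tested there. Counting each mouse as 2 shrinks the error by construction: 28 separate libraries gave 514, 307, 207 and 332, and DESeq2 on 28 libraries 641, 402, 239 and 426. With voom and the mouse as block (correlation 0.430) they were 155, 90, 65 and 129. First libraries only gave 11, 8, 3 and 11, from fewer counts, and the libraries titled duplicate 3 lower. Library totals gave 7 higher and 14 lower, the mitochondrial covariate 36, 20, 16 and 36, and the replicate block, though the numbers do not pair mice, 4 lower (14 in all, 13 shared). Without a filter on low counts they were 344, 284, 60 and 344, of which 204 were for genes tested with the filter. Leaving out 1 mouse gave 7 to 118, 3 to 74, 4 to 44 and 7 to 118. Except where construction is named, the cause was not tested.

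The number of lists called, 16, was 9 with first libraries, 0 with an estimated correlation, 2 by fry and 10 to 18 leaving out 1 mouse. Lipogenesis, at 0.00860, had adjusted p = 0.218 with DESeq2, 0.621 with an estimated correlation, 0.565 by fry and 4.23e-07 to 0.138 leaving out 1 mouse. Cholesterol synthesis had adjusted p = 0.0799 with DESeq2 and with 28 separate libraries, 0.121 with first libraries, 0.0872 with voom, 0.0580 without double knockout mice 4 and 6, 0.621 with an estimated correlation, 0.481 by fry and 9.59e-07 to 0.0762 leaving out 1 mouse. The triglyceride and droplet list had adjusted p = 0.0749 by library totals, 0.102 with first libraries, 0.0580 without double knockout mice 4 and 6, 0.388 with an estimated correlation, 0.167 by fry and 0.00975 to 0.247 leaving out 1 mouse. Fatty acid oxidation had 0.0950 to 0.948 leaving out 1 mouse. The cause was not tested, except that an estimated correlation counts more shared variation within a list.

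Reversed log2 fold changes were those of Mif (-0.0799 by library totals, -0.0529 in duplicates, -0.00708 without double knockout mice 4 and 6, -0.0187 with the CT010467.1 covariate, -0.0414 to 0.10 leaving out 1 mouse) and Acaa2 (-0.0474 by library totals, -0.00824 in first libraries, -0.00845 with the CT010467.1 covariate, -0.0353 to 0.14 leaving out 1 mouse), both near 0 throughout. S100a8 was -0.0598 without double knockout mice 4 and 6, and Des, at 2.69, was -0.0244 with DESeq2, 0.00937 with DESeq2 and the study's gene filter, -0.0145 with DESeq2 on 28 libraries and -0.0303 to 2.90 leaving out 1 mouse. With the replicate block Fasn was 0.88, Mup20 -0.84, Des 0.87, Saa1 1.35, Saa2 1.42 and S100a8 0.88, against 0.32, -1.44, 2.69, 3.60, 4.07 and 1.35. Without double knockout mice 4 and 6, Saa1 and Saa2 were 0.42 and 0.41. The causes were not tested. The Kupffer cell list pointed down without double knockout mice 4 and 6 (adjusted p = 0.904).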

Other observations

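Of the tests in this part, the bootstrap interval and the Fisher exact count for the surroundings of Ddt were chosen only after the result was seen.

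Liver zonation genes did not move as one group. The periportal list had 14 tested members, 0 called over all genes and 6 higher, 2 lower adjusted over the list alone (median 0.31; camera adjusted p = 0.0714). It passed the threshold without Apoe–/– mice 3 or 6 (adjusted p = 0.0301 and 0.0420) or double knockout mice 3 or 7 (adjusted p = 0.0149 and 0.0291), in a range of 0.0149 to 0.219 over the fits that left out 1 mouse. Apart from those fits, it passed in 5 of 20 settings. Its camera adjusted p there ran from 0.00421 with DESeq2 on 28 libraries to 0.0429 with the replicate block. Hsd17b13 was one of its 2 lower members. The pericentral list had 0 of 12 members called over all genes or adjusted over the list alone, and 1 higher, 0 lower by unadjusted p; its median was -0.04, its mean -0.01 and the camera direction up (adjusted p = 0.968). Core clock genes had 0 of 14 members called either way and 2 higher, 0 lower by unadjusted p (median 0.09; camera adjusted p = 0.745).

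Xenobiotic metabolism genes had 24 tested members, 1 higher (Cyp2b9) and 0 lower over all genes, and 2 higher and 2 lower adjusted over the list alone (median -0.16; camera adjusted p = 0.501). Retinoid metabolism genes had 0 of 13 members called over all genes and 0 higher, 1 lower adjusted over the list alone; the median was -0.04, the mean 0.03 and the camera direction up (adjusted p = 0.980). Of the cell cycle genes 3 could be tested, too few for a list test, with 0 calls over all genes and 2 higher, 0 lower adjusted over the list alone.

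Gstt3, whose fall is described with the Ddt locus, lies beside the targeted gene, so a local effect of the altered allele may be a candidate explanation. Wider flanking DNA of another strain cannot be told apart from this, because the 80 other genes within 5 Mb of Ddt had a median absolute change at percentile 33.5 of random sets with an interval of 1.38 to 91.3, and 0 of them were called by edgeR (13.8% against 12.8% elsewhere at an unadjusted p below 0.05; Fisher exact p = 1 for the calls). Reads moved between Gstt paralogs stay open too: the sum of Gstt1, Gstt2 and Gstt3 had a log2 fold change of -0.21 (SE 0.17), less than 2 SE below 0. An effect of lost MIF-2 protein on Gstt3 was not tested.

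Srebf1 transcript was higher here in 6 of 7 double knockout mice (log2 fold change 0.81, SE 0.23; edgeR adjusted p = 0.146), the opposite of the direction given in the study for liver sections. DESeq2 with the study's gene filter called it higher (log2 fold change 0.85 with adjusted p = 0.0454), and DESeq2 without that filter did not (adjusted p = 0.0505). Apart from fits that left out 1 mouse, 6 of 18 alternatives in all called it higher. These 18 include fits of the 28 libraries as separate samples, which shrink the error by construction. Adjusted p ran from 0.000499 to 0.387 over all alternatives. Those sections were not analysed here, and the difference between the sets of samples was not tested. The section transcript is not the study's only evidence on SREBPs. It also reports less processed SREBP protein in double knockout livers, which transcript counts do not measure.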
